A study of Mus musculus with 4 samples.

How the data were processed

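Single-nucleus RNA sequencing was done on hippocampal tissue of adult mice. The libraries were made with the 10x Genomics Chromium kit, which tags each RNA molecule with a barcode of its droplet and a unique molecular identifier (UMI), and were sequenced on an Illumina NovaSeq. Per the labels, 2 libraries came from Control mice (Kat6a-f/f, a Kat6a gene flanked by loxP sites) and 2 from Kat6a-cKO mice (NEX-cre with Kat6a-f/f). NEX-cre is a Cre recombinase gene placed at Neurod6, a locus active in excitatory neurons of the forebrain, so the deletion of Kat6a is directed to those neurons. Each library was taken as 1 animal, and 2 libraries per group was the number of replicates throughout. No batch, day or litter is given in the labels.

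The authors deposited raw counts per barcode and gene, as whole numbers, for all observed barcodes, including empty droplets. The aligner, the genome build, the annotation release, the counting strand and the handling of UMIs are not stated in the labels or headers. The deposited matrices held 55422 gene IDs, of which 55154 were given a symbol and 54587 matched GENCODE mouse release M21 (GRCm38) by ID and version number. Positions are those of GENCODE M21 for genes that match in this way. The total counts per library were 186897245 and 183440076 in Control and 177249737 and 171323466 in Kat6a-cKO. Counting intervals and limits cover counting error only.

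Barcodes were called as nuclei at or above the larger of 500 UMIs and the 99th percentile of the library's 5000 barcodes of highest count divided by 10. The minimum came to 4850.3 and 4685.7 UMIs in Control and to 4646.8 and 4583.6 in Kat6a-cKO. Doublets were called per library by Scrublet as included in scanpy 1.11.5, with an expected rate of 0.06, and left out. The counts of the remaining nuclei were scaled to 10000 UMIs and log-transformed. Principal components (30) of 2000 variable genes of the pooled libraries were computed without integration. The neighbour graph (15 neighbours) was clustered by Leiden (leidenalg 0.10.2) at resolution 1 with random seed 0. The clustering left out 139 genes, which were the mitochondrial genes and genes listed in advance, among them Kat6a, Rspo2 and the gene lists below.

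Clusters were named from lists of marker genes. A cluster took the name of the class with the highest percent of its markers raised at least 2-fold over all other clusters, with 5 added to each CPM value, where at least 50% and at least 3 markers were raised and the cluster held at least 20 nuclei. A cluster stayed unnamed where another class had more markers among its 10 leading genes, where markers of a second lineage were raised, or where a glial cluster had a median UMI count above 50% of that of its library. Some pairs of classes were exempt from the rule on a second lineage, among them ependymal markers in an astrocyte cluster. The marker lists, the statistical tests, the gene lists, the rule for naming genes and the alternatives listed last were fixed before the data were examined. The thresholds for naming clusters were set after the data had been seen. The maximum for glial clusters left 9 clusters unnamed, with a mean share of nuclei of 3.43% ± 0.215 (SD, n = 2 libraries) in Control and 3.6% ± 0.579 in Kat6a-cKO. No cluster was named as microglia, so that class was not tested at these settings.

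Counts were summed per library over the nuclei of a class. A class was tested where every library held at least 30 of its nuclei. Kat6a-cKO was compared with Control by the edgeR (4.0.16) quasi-likelihood test in R 4.3.3, with TMM normalization, filterByExpr at its defaults and a Benjamini-Hochberg adjusted p under 0.05 as the threshold. Log2 fold changes are Kat6a-cKO over Control and are given with a standard error (SE). CPM values are counts scaled to a common library total (the usual CPM unit), after TMM scaling unless stated. The difference between 2 classes was tested by the interaction of class and genotype in edgeR, with the library as a block. Wnt gene sets were tested with fry of limma 3.58.1, and camera with its preset correlation was an alternative. Shares of nuclei were compared by an exact permutation test, two-sided, in scipy 1.17.1. With 2 libraries against 2 it cannot give a p under 0.333. The procedure was checked on simulated counts with the depth of each class and its own trend of spread between libraries. Genes were drawn independently, without free RNA or library effects shared between genes. In simulated CA3 counts, 139 of 198 genes changed by 1 on the log2 scale were called and 3 unchanged genes were called. In CA1 150 of 198 changed and 13 unchanged genes were called, in dentate granule 148 of 199 and 8, in inhibitory neurons 156 of 197 and 8, in astrocytes 54 of 191 and 1, in oligodendrocytes 86 of 196 and 4 and in OPC 99 of 196 and 3. With no gene changed, 0 genes were called in any class. In the real counts, splits of the libraries unrelated to genotype called up to 4 genes in a class, so the simulation can understate false calls.

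Genes were named by a rule with 5 parts. The first part takes Kat6a, Rspo2 and Neurod6 in every class tested. The second part takes members of the Wnt lists, of a list of KAT6A complex members and relatives, and of an immediate early list that pass the threshold in CA3, CA1 or dentate granule nuclei. The third part takes the 5 largest rises and 5 largest falls in CA3, and the 3 and 3 in CA1 and dentate granule, among genes past the threshold whose CPM values do not overlap between the groups. Part 4 takes up to 5 genes past the threshold in the same direction in all 3 of these classes. The fifth part takes sex-linked genes in every library. Predicted genes (Gm and Rik names) were left out of parts 3 and 4. Genes named outside this rule are stated as chosen after their values were seen.

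The alternatives fixed then changed 1 choice at a time. The choices of the test were DESeq2's median-of-ratios size factors in the edgeR test, DESeq2 (1.42.0) itself, no filter on low counts, a filter of 10 CPM in 2 libraries, the replicate number as a block, camera, the Wnt pathway list without Rspo2, and leaving out each of the 4 libraries in turn. The choices of nuclei and classes were a fixed minimum of 1000 UMIs, a doubled minimum, doublets kept, classes by the highest marker score of each nucleus, principal components centred within libraries and Leiden resolution 2. The choices of counts were subtraction of the free (ambient) RNA, with a profile from barcodes of 10 to 100 UMIs and a share estimated from other classes' markers and limited to 50%, and sums thinned to 1 total. Sums were thinned to 404984 counts for all classes, and to 13740785 counts for CA3, CA1 and dentate granule and for the differences between these classes. Chosen after seeing the data were 3 further alternatives: an ambient profile from barcodes of 100 to 900 UMIs, astrocytes without the cluster with cilium genes among its leading genes, and CA1 with the largest unnamed cluster added. Other software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.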

Results

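Gene expression was measured in nuclei of the hippocampus from 4 adult mice, 2 Control (Kat6a-f/f) and 2 Kat6a-cKO (NEX-cre with Kat6a-f/f). The title of the series names RSPO2 and Wnt signalling in CA3 of mice that lack KAT6A, a histone acetyltransferase. The comparison of Kat6a-cKO with Control within each class of nuclei addresses which genes change with the genotype, and where. The libraries held 186897245 and 183440076 counts in Control and 177249737 and 171323466 counts in Kat6a-cKO. In Control, 8324 and 8096 barcodes were called as nuclei, with median UMI counts of 14174 and 14392. In Kat6a-cKO, 8636 and 8075 were called, with median UMI counts of 13747 and 14476. Doublets called in each library were 291 and 263 in Control and 350 and 328 in Kat6a-cKO, which left 8033, 7833, 8286 and 7747 nuclei. The sums over CA3 nuclei ranged from 13740785 to 16910079 counts per library, those over CA1 nuclei from 16772501 to 24466376, and those over dentate granule nuclei from 31717228 to 43114369. The Y-linked genes Uty, Ddx3y, Eif2s3y and Kdm5d were counted in each of the 4 libraries, at 288 to 312 CPM for Uty without TMM scaling, and Xist had 0 to 2 counts per library.

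Kat6a (ENSMUSG00000031540.14) was examined first, as the gene targeted by the deletion. GENCODE M21 places the gene on chromosome 8 at 22859535 to 22943259 under another version of its ID. Its log2 fold change was −0.04 ± 0.08 (SE, n = 2 libraries per group) in CA3, where the CPM values were 64.3 and 64.5 in Control and 59.9 and 65.1 in Kat6a-cKO. The edgeR adjusted p was 0.95. The log2 fold change was −0.06 in CA1, −0.09 in dentate granule nuclei, −0.01 in inhibitory neurons, −0.07 in astrocytes, −0.07 in oligodendrocytes, −0.10 in oligodendrocyte precursors (OPC) and −0.09 in all nuclei pooled. Kat6a passed the threshold in 0 of these 8 fits, and no alternative brought it past the threshold. The counts cover the whole gene, so a transcript without the deleted part cannot be told from a complete one.

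The files also count an entry named ENSMUSGcre.1, whose sequence is not described in the labels. It had 0 counts in the nuclei of both Control libraries and 157 and 150 counts in those of Kat6a-cKO. In CA3 it had 32 and 48 counts in the Kat6a-cKO libraries, a mean of 2.52 ± 0.446 CPM without TMM scaling (SD, n = 2). This was at least 11.6-fold higher than 3 counts in a Control library would give. In CA1 it had 37 and 44 counts, at least 14.8-fold higher on the same floor. In dentate granule nuclei it had 5 and 6 counts, a mean of 0.167 ± 0.0314 CPM. Free RNA was not subtracted from these values. In inhibitory neurons it had 0 and 2 counts in Kat6a-cKO, and in astrocytes, oligodendrocytes and OPC it had 0 counts in each library. Neurod6 (ENSMUSG00000037984.9, chromosome 6 at 55677822 to 55681263), the gene at which the NEX-cre allele lies, had a lower mean in Kat6a-cKO in all 8 fits. Its log2 fold change was −0.48 ± 0.11 in CA3 (adjusted p 0.195), −0.61 ± 0.11 in CA1 (adjusted p 0.0617) and −0.88 ± 0.14 in dentate granule nuclei (adjusted p 0.0411), with both Kat6a-cKO libraries below both Control libraries in each. Neurod6 in dentate granule nuclei lost the threshold without Kat6a-cKO replicate 1 (−0.87, adjusted p 0.0767), under the filter of 10 CPM, under classes by marker score, after the planned subtraction of free RNA and with the sums of the 3 classes thinned to 1 total. The log2 fold change of Neurod6 was −0.98 in inhibitory neurons, −0.87 in astrocytes, −0.46 in oligodendrocytes, −1.39 in OPC and −0.53 in all nuclei, with adjusted p values above the threshold. Neurod6 in all nuclei reversed to 1.20 (adjusted p 0.942) after subtraction of free RNA with the profile of 100 to 900 UMIs.

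Rspo2 (ENSMUSG00000051920.7, chromosome 15 at 43020794 to 43170826, minus strand, protein-coding, with no other M21 gene overlapping it) was named in advance for CA3. Its CPM values in CA3 were 67.8 and 55.7 in Control and 43.9 and 35.4 in Kat6a-cKO, so that both Kat6a-cKO libraries lay below both Control libraries. The log2 fold change was −0.64 ± 0.12, with an edgeR p of 0.000303 that became 0.115 after adjustment over all 14723 genes. Rspo2 did not pass the threshold over all genes in this fit. Adjusted over the list alone, within the Wnt pathway list, the p was 0.0106. With the replicate number as a block Rspo2 passed over all genes, though the labels do not say that the numbers pair the libraries. The direction was the same under all 19 alternatives of Rspo2 in CA3 pyramidal nuclei, with adjusted p values from 3.65e-08 to 0.387. It passed the threshold in DESeq2 (adjusted p 0.0112), without a filter on low counts (6.06e-07) and when any 1 library was left out. The calls over all genes in CA3 also rose, from 7 to 40 in DESeq2, to 265 with the block and to 308 without the filter. They rose as well each time a library was left out, so passing in these fits is weak support for Rspo2 itself. Leaving out a library gave −0.49 without Control replicate 1 or Kat6a-cKO replicate 2 and −0.80 without Kat6a-cKO replicate 1. In these fits the single library of a group is taken to vary like those of the other group. The log2 fold change of Rspo2 was −0.27 ± 0.20 in CA1 (adjusted p 0.735), −0.00 ± 0.16 in dentate granule nuclei (adjusted p 0.999), −0.15 ± 0.17 in inhibitory neurons (adjusted p 0.933) and −0.19 ± 0.14 in all nuclei (adjusted p 0.726). The signs of these 4 values reversed under some alternatives, among them 0.07 in CA1 without Kat6a-cKO replicate 2, 0.18 in inhibitory neurons without Control replicate 1 and 0.01 in all nuclei without Control replicate 1. The change of Rspo2 in CA3 minus that in CA1 was −0.36 ± 0.13 (adjusted p 0.405), and minus that in dentate granule nuclei it was −0.65 ± 0.14 (adjusted p 0.0756). Neither difference passed the threshold. The mean CPM of Rspo2 in Control was 61.8 in CA3, 22.4 in CA1, 5.08 in dentate granule nuclei and 37.9 in inhibitory neurons. In all nuclei it was 59.9, so nuclei outside these classes held part of the Rspo2 counts. An unnamed cluster had Rspo2 among its leading genes and was not tested. How much of the low value in dentate granule nuclei was free RNA was not tested, so the −0.00 does not show unchanged expression there.

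**Figure D1:**
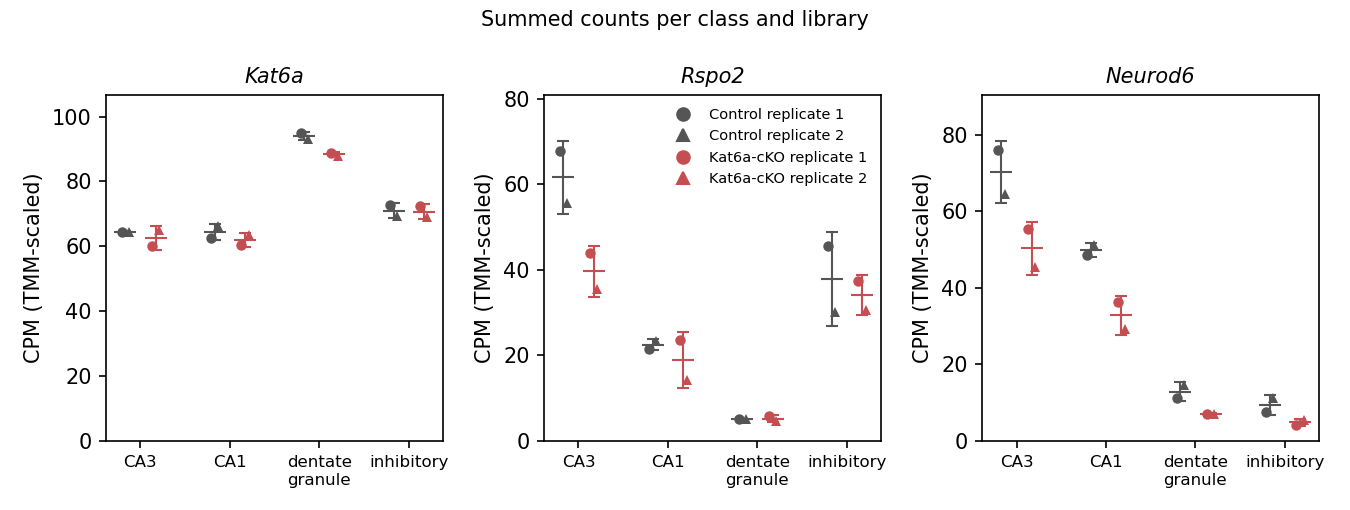
CPM (TMM-scaled) of Kat6a, Rspo2 and Neurod6 in summed nuclei of CA3, CA1, dentate granule and inhibitory neurons, with 1 point per library and bars for the mean and SD of the 2 libraries of a group. Rspo2 in CA3 lay at 67.8 and 55.7 CPM in Control and at 43.9 and 35.4 CPM in Kat6a-cKO.

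In CA3 pyramidal nuclei, 7 of 14723 genes passed the threshold, 5 higher and 2 lower in Kat6a-cKO, and 1209 had an unadjusted p under 0.05. The count moved most without a filter on low counts, to 308 (122 higher and 186 lower). It was 296 without Control replicate 1 (77 and 219), 297 without Control replicate 2 (171 and 126), 55 without Kat6a-cKO replicate 1 (23 and 32) and 179 without Kat6a-cKO replicate 2 (83 and 96), so the split of 5 and 2 was not kept. DESeq2 called 40 (21 and 19), of which 5 were among the 7. The named rises were the ENSMUSGcre.1 entry, Gpc3 (ENSMUSG00000055653.13, chromosome X at 52272426 to 52613950) with 1.46 ± 0.20 and adjusted p 0.0473, Unc5d (ENSMUSG00000063626.6, chromosome 8 at 28646717 to 29219636) with 0.79 ± 0.09 and adjusted p 0.0127, and Sema6d (ENSMUSG00000027200.17, chromosome 2 at 124089969 to 124667770) with 0.57 ± 0.08 and adjusted p 0.0473. Unc5d had 52.5 and 60 CPM in Control and 97 and 98 CPM in Kat6a-cKO. The named falls were Ttn (ENSMUSG00000051747.15, without a version match in M21) with −1.40 ± 0.19 and adjusted p 0.0473, and AC171111.1 (ENSMUSG00000117254.1, a lincRNA on chromosome 17 at 14249851 to 14277755) with −1.26 ± 0.15 and adjusted p 0.0156. Other annotated genes overlap Gpc3, Unc5d and Sema6d, and the counting strand is not stated. After subtraction of free RNA with the profile of 100 to 900 UMIs these 6 genes kept their directions and lost the threshold, with adjusted p values from 0.217 (Unc5d in CA3 pyramidal nuclei and AC171111.1) to 0.318 (Ttn in CA3 pyramidal nuclei). Under classes by marker score Unc5d came to 0.44 (adjusted p 0.124), Gpc3 in CA3 pyramidal nuclei to 1.08 (adjusted p 0.182) and AC171111.1 in CA3 pyramidal nuclei to −0.85 (adjusted p 0.0502). The seventh gene, Gm3279 (ENSMUSG00000108063.1), is outside the naming rule and was singled out after its values were seen. It is a lincRNA on chromosome 6 at 55684571 to 55694574, 3.31 kb from Neurod6. It rose by 4.75 ± 0.17, from 1.86 and 1.32 CPM in Control to 44.4 and 40.6 CPM in Kat6a-cKO.

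In CA1 pyramidal nuclei, 62 of 15758 genes passed the threshold, 27 higher and 35 lower in Kat6a-cKO. Subtraction of free RNA with either profile gave 4 calls, 4 higher and 0 lower, so the split was not kept under every setting. The count was 269 without Control replicate 1, 85 without Control replicate 2, 34 without Kat6a-cKO replicate 1 and 212 without Kat6a-cKO replicate 2. With the largest unnamed cluster added to CA1, an alternative chosen after seeing the data, 5 of the 62 genes still passed and all 62 kept their direction, with a median ratio of 0.92 between the log2 fold changes. The named rises were the ENSMUSGcre.1 entry, Mkx (ENSMUSG00000061013.6, chromosome 18 at 6934518 to 7004780) with 2.08 ± 0.20 and Ephb1 (ENSMUSG00000032537.15, chromosome 9 at 101922128 to 102354693) with 1.30 ± 0.12, both with adjusted p 0.00495. Mkx had 7.55 and 4.97 CPM in Control and 22.5 and 29.9 CPM in Kat6a-cKO. The named falls were Ttr (ENSMUSG00000061808.4, chromosome 18 at 20665280 to 20674321) with −3.60 ± 0.50 and adjusted p 0.0251, Rerg (ENSMUSG00000030222.13, chromosome 6 at 137054825 to 137170497) with −1.30 ± 0.15 and adjusted p 0.0106, and Crispld1 (ENSMUSG00000025776.13, chromosome 1 at 17727045 to 17766344) with −1.29 ± 0.17 and adjusted p 0.0195. Other annotated genes overlap Mkx, Ephb1, Rerg and Crispld1. Ttr was among the markers listed in advance for choroid plexus, and it had 4.07 and 10.8 CPM in Control CA1. Under classes by marker score the 5 named genes that were tested kept their directions and lost the threshold, with adjusted p values from 0.0978 (Mkx in CA1 pyramidal nuclei, Ephb1 and the ENSMUSGcre.1 entry) to 0.164 (Crispld1 in CA1 pyramidal nuclei). Ttr in CA1 pyramidal nuclei lost it under Leiden resolution 2 (−3.29, adjusted p 0.46) and under 4 other settings of nuclei and classes.

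In dentate granule nuclei, 68 of 17306 genes passed the threshold, 4 higher and 64 lower in Kat6a-cKO. The count was 419 without Control replicate 1 (39 and 380), 349 without Control replicate 2 (123 and 226), 50 without Kat6a-cKO replicate 1 (5 and 45) and 357 without Kat6a-cKO replicate 2 (52 and 305). With the ambient profile of 100 to 900 UMIs it was 1, a higher gene, so the split was not kept under every setting. It came to 0 in edgeR after subtraction of free RNA with the planned profile, with 1124 genes at an unadjusted p under 0.05, where 61 of the 65 genes still tested kept their direction. Jun (ENSMUSG00000052684.4, chromosome 4 at 95049034 to 95052222), of the immediate early list, fell by 0.54 ± 0.09 on the log2 scale, with adjusted p 0.0347. The named rises were Angpt1 (ENSMUSG00000022309.9, chromosome 15 at 42424723 to 42676977) with 0.79 ± 0.10 and adjusted p 0.0211, and Mgat4c (ENSMUSG00000019888.16, chromosome 10 at 101681487 to 102391469) with 0.56 ± 0.08 and adjusted p 0.0264. The named falls were Hist1h4h (ENSMUSG00000060981.7, chromosome 13 at 23531050 to 23531519) with −1.44 ± 0.25, Rpl34 (ENSMUSG00000062006.12, chromosome 3 at 130726831 to 130730398) with −1.05 ± 0.17 and Hist1h4d (ENSMUSG00000061482.7, chromosome 13 at 23581598 to 23582735) with −1.04 ± 0.16. Their adjusted p values were 0.0485, 0.0347 and 0.0273. Histone and ribosomal protein genes have close paralogs, and how reads shared between paralogs were counted is not stated. Other annotated genes overlap Jun, Angpt1 and Mgat4c. After the planned subtraction Jun in dentate granule nuclei came to −0.39, Mgat4c in dentate granule nuclei to 5.42 and Rpl34 in dentate granule nuclei to −1.43, and the adjusted p values of the 6 genes ran from 0.159 (Angpt1, Mgat4c) to 0.892 (Rpl34). Mgat4c reversed to −0.14 with all sums thinned to 1 total. Hist1h4h in dentate granule nuclei lost the threshold without Kat6a-cKO replicate 1 (−1.35, adjusted p 0.137). A rise of 1.40 ± 0.11 in 6430584L05Rik, a lincRNA 266 kb from Neurod6 on chromosome 6 (55396887 to 55412285), was singled out after its values were seen. Gm3279 rose by 2.97 ± 0.41 in dentate granule nuclei and by 4.78 ± 0.14 in CA1, and it was the 1 gene that passed the threshold in all 3 classes. In dentate granule nuclei it had 0.094 and 0.102 CPM in Control and 0.765 and 0.815 CPM in Kat6a-cKO. In Kat6a-cKO CA1 it had 41.8 and 42.7 CPM. Free RNA from other classes could bring in so low a value, so the counts do not show a rise within dentate granule nuclei.

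Fewer genes passed the threshold in the other classes, with the exception of astrocytes. In inhibitory neurons 4 of 14690 genes passed, all lower in Kat6a-cKO. They were Actb (−0.70 ± 0.09), Rpl34 (−1.17 ± 0.16), mt-Cytb (−0.83 ± 0.12) and Fth1 (−0.63 ± 0.09), each with adjusted p 0.0419 and both Kat6a-cKO libraries below both Control libraries. In OPC 2 of 9199 passed, CT010467.1 (an rRNA, −0.49 ± 0.07, adjusted p 0.000277) and Tmsb4x (−0.54 ± 0.10, adjusted p 0.041). The genes of these 2 classes were named because they are few, after their values were seen. In oligodendrocytes edgeR called 0 of 6359 genes, with 478 at an unadjusted p under 0.05, and DESeq2 also called 0. A crossed split, unrelated to genotype, set Control replicate 1 and Kat6a-cKO replicate 2 against Control replicate 2 and Kat6a-cKO replicate 1. It called 4 genes in inhibitory neurons, 3 in OPC and 1 in oligodendrocytes, as many as the genotype did or more. The split of replicate 1 against replicate 2 called 0 in each, and in astrocytes both called 0. In astrocytes 99 of 8234 passed, 9 higher and 90 lower. Without a cluster of 26 and 8 nuclei in Control and 11 and 5 in Kat6a-cKO that had cilium genes among its leading genes, a setting chosen after seeing the data, edgeR called 0 genes in astrocytes, with 420 at an unadjusted p under 0.05. In all nuclei pooled, 11 of 21857 genes passed, 2 higher and 9 lower. Leaving out a library raised the count in inhibitory neurons to 74, 79, 93 and 135, in oligodendrocytes to 5, 20, 19 and 33 and in OPC to 9, 12, 20 and 26, and it moved the count in all nuclei to 283, 411, 1 and 1 (in the order without Control replicate 1, Control replicate 2, Kat6a-cKO replicate 1 and Kat6a-cKO replicate 2). In astrocytes it gave 83 to 130.

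Whether the change of a gene differed between classes was tested by the interaction of class and genotype. Between CA3 and CA1, 103 of 15882 genes passed, 47 with the higher log2 fold change in CA3 and 56 with the higher in CA1. Between CA3 and dentate granule nuclei 35 of 17288 passed (23 higher in CA3, 12 higher in dentate granule), and between CA1 and dentate granule nuclei 35 of 17523 passed (19 higher in CA1, 16 higher in dentate granule). Without Control replicate 2 these counts were 186, 135 and 130. Without Control replicate 1 they were 167, 50 and 97, and without Kat6a-cKO replicate 2 the last was 67. With DESeq2's size factors the last count split as 34 and 15, and at Leiden resolution 2 as 54 and 18. Without a filter on low counts the count between CA3 and CA1 split as 111 higher in CA3 and 82 higher in CA1. So neither split was kept under every setting. Ephb1 and Rerg changed in CA1 and differed both from CA3 (Ephb1 −1.08 ± 0.09, Rerg 1.26 ± 0.12 for CA3 minus CA1) and from dentate granule nuclei (Ephb1 1.06 ± 0.09, Rerg −1.30 ± 0.16 for CA1 minus dentate granule), with adjusted p values from 2.24e-07 to 0.00388. Sema6d did not differ between classes at the threshold (CA3 minus CA1 0.04 ± 0.08, adjusted p 0.974).

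The lists fixed in advance were examined for Wnt signalling and 2 further families. The Wnt pathway list had 35 genes tested in CA3, 22 of them lower in Kat6a-cKO, with a median log2 fold change of −0.0359. In the fry test for 1 direction the p was 0.382 (0.458 after adjustment over the 6 tests of 2 lists in 3 classes). In the fry test for changes in either direction the p was 0.000474 (0.00284 after adjustment), which rose to an adjusted p of 0.418 without Rspo2 in the list. Leaving out a library also removed the either-direction call, with adjusted p values of 0.671 without Control replicate 1, 0.549 without Control replicate 2, 0.361 without Kat6a-cKO replicate 1 and 0.367 without Kat6a-cKO replicate 2 (Wnt gene set in CA3 pyramidal, either direction). With 3 libraries 1 residual degree of freedom is left, and 0 of the set tests in the 3 classes passed in either direction then (lowest adjusted p 0.273), so this loss says little about stability. The Wnt target list had 11 genes tested in CA3, with a median of −0.0654, a directional p of 0.079 (adjusted 0.281) and an either-direction adjusted p of 0.0903. In CA1 the target list had 7 of 12 genes lower and a median of −0.0458, while its mean was 0.0435 and the fry test gave the direction up. The adjusted p values of the directional fry tests were 0.281 to 0.458, and those of camera were 0.815 in each of the 6 tests. In CA3, genes of the Wnt lists called over all genes were 0. Adjusted over the list alone, Rspo2 of the pathway list and Lef1 of the target list (−1.60 ± 0.35, 0.169 over all genes, 0.00961 over the list) passed. In CA1 and dentate granule nuclei 0 genes of either Wnt list passed over all genes or over the list alone. The list of KAT6A complex members and relatives had 8 genes tested, with 0 called in CA3, CA1 or dentate granule nuclei and medians of 0.076, 0.060 and 0.025. The immediate early list had 13 genes tested, with medians of 0.222, 0.472 and 0.223. In the same order of classes, its medians were 0.339, 0.303 and 0.137 between replicate 1 and replicate 2 and 0.372, 0.365 and 0.072 in the crossed split of the libraries, so the CA3 value was below those of both splits unrelated to genotype. Over all genes Jun in dentate granule nuclei passed. Adjusted over the list alone, Arc (1.22 ± 0.21), Npas4 (1.04 ± 0.20) and Egr1 (1.13 ± 0.29) also passed in CA1. The adjusted p values over the list were 0.00278 for Arc, 0.00341 for Npas4 and 0.0139 for Egr1, and those over all genes were 0.0522, 0.0836 and 0.196. Lef1, Arc, Npas4 and Egr1 were named after their values were seen.

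Among the genes that passed the threshold, 14 of the 62 in CA1 and 26 of the 68 in dentate granule nuclei encode ribosomal proteins, and all of them were lower in Kat6a-cKO. Ribosomal protein genes were not a list fixed in advance. Their median log2 fold change was −0.388 in CA3 (80 genes), −0.493 in CA1, −0.506 in dentate granule nuclei, −0.412 in inhibitory neurons, −0.430 in astrocytes, −0.622 in oligodendrocytes and −0.552 in OPC. Of 10000 random lists of genes of like expression, 0 had a median as low in any of these classes, though genes are not independent replicates. The medians under DESeq2's size factors ran from −0.383 in CA3 to −0.614 in oligodendrocytes, and the median over all genes stayed within 0.01 of 0. After subtraction of free RNA with the planned profile the median was −0.124 in CA3, −0.299 in CA1, −0.265 in dentate granule nuclei and −0.081 in inhibitory neurons. With the profile of 100 to 900 UMIs it reversed to 0.224, 0.569, 0.247 and 0.284, over the 11 to 23 of these genes still tested.

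**Figure D2:**
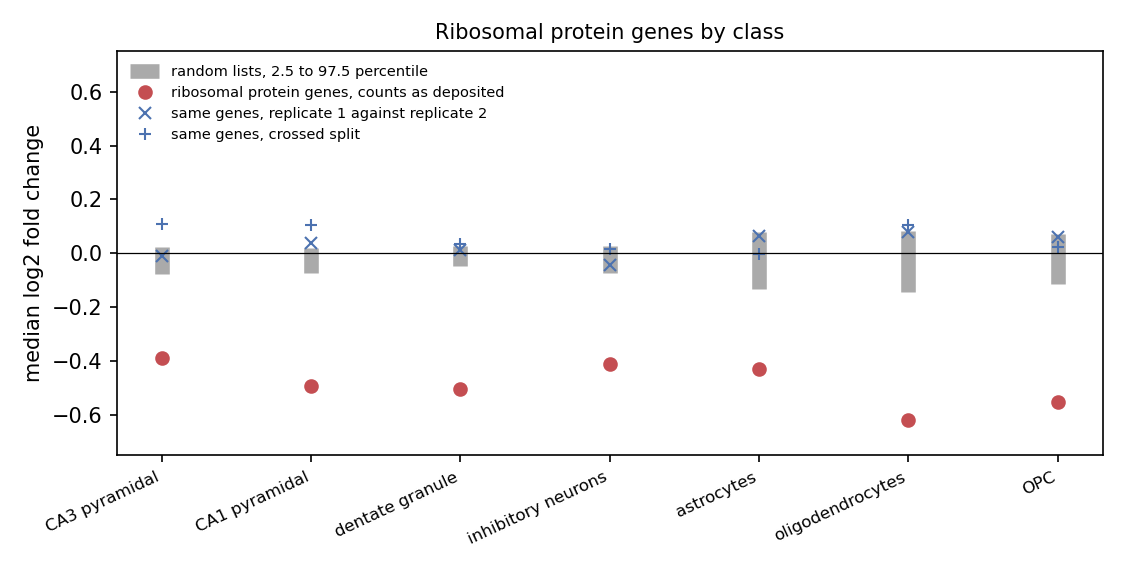
Median log2 fold change (Kat6a-cKO over Control) of ribosomal protein genes in each class, with the range of the middle 95% of 10000 random lists of like expression as bars, and the same genes under the 2 other splits of the 4 libraries. With the counts as deposited the medians lay from −0.622 to −0.388, and under the other splits from −0.044 to 0.108. With free RNA subtracted by the profile of 100 to 900 UMIs, not drawn, the CA3 median was 0.224. That median covers the 15 genes still tested in CA3, in place of 80.

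The shares of nuclei per class were compared to see whether the cell composition differed. Dentate granule nuclei made up 41.4% ± 1.34 (SD, n = 2) of the nuclei in Control and 35.5% ± 0.631 in Kat6a-cKO (exact permutation p 0.33, the smallest that 2 libraries against 2 allow). CA3 pyramidal nuclei made up 6.56% ± 0.857 and 7.91% ± 1.13 (exact permutation p 0.667), and CA1 pyramidal nuclei 16.3% ± 2.14 and 15.1% ± 4.56 (exact permutation p 1). Inhibitory neurons made up 7.19% ± 0.137 and 8.25% ± 0.508, and subicular and cortical excitatory neurons 4% ± 1.17 and 5.81% ± 0.288, each with an exact permutation p of 0.33. Unnamed clusters held 15% ± 0.58 and 18.9% ± 2.76 of the nuclei. The CA1 difference, Kat6a-cKO minus Control, was −1.19 points and reversed to 2.03 without Kat6a-cKO replicate 1 and to 0.32 without Control replicate 2 (share of nuclei per class, CA1 pyramidal). No share difference can pass the threshold in this test with 2 libraries against 2, so its p values do not show that the shares were alike.

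**Figure D3:**
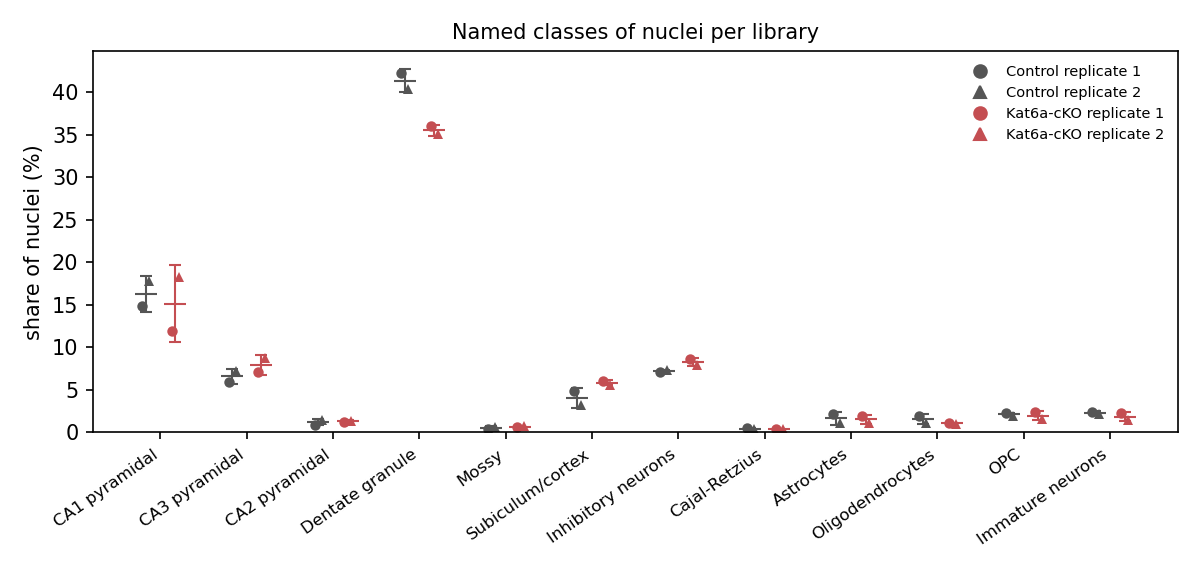
Share of nuclei (%) of each named class, with 1 point per library and bars for the mean and SD of the 2 libraries of a group. Dentate granule nuclei lay at 42.3 and 40.4% in Control and at 36 and 35.1% in Kat6a-cKO, and the 2 groups overlapped in CA3 and in CA1.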

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

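The thinning of sums and the tests of differences between classes were planned; the use of thinned sums to explain the lower count in CA3, the test of the unnamed cluster next to CA1 and the other splits of the libraries were chosen after the results had been seen.

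The first set stood out because the change with genotype differed between classes in a test of the difference itself. The interaction of class and genotype called 103 genes between CA3 and CA1, 35 between CA3 and dentate granule nuclei and 35 between CA1 and dentate granule nuclei. Among the named genes, written as the first class minus the second, CA3 minus CA1 was 2.16 for Gpc3, −1.41 for Ttn, −0.86 for Mgat4c, −2.39 for Mkx, −1.08 for Ephb1, 1.26 for Rerg and 1.07 for Crispld1 on the log2 scale. CA3 minus dentate granule was 1.64 for Gpc3, −1.42 for Ttn, −1.20 for AC171111.1, −0.68 for Mgat4c, 0.57 for Unc5d and 0.84 for Jun. CA1 minus dentate granule was 2.12 for Mkx, 1.06 for Ephb1, −1.30 for Rerg and −1.60 for Crispld1. Most of these genes had been picked for a large change in 1 of the classes compared, which by itself favours a difference in that class.

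Several tables argue against depth as the whole cause. CA3 had fewer calls than CA1, 7 against 62. With the sums of CA3, CA1 and dentate granule nuclei thinned to 1 total, CA1 had 68 calls and CA3 had 11, so fewer counts in CA3 did not account for the lower count there. In the interaction tests 67 of the 103 genes between CA3 and CA1 remained at 1 total, as did 31 of the 35 between CA3 and dentate granule and 30 of the 35 between CA1 and dentate granule. The naming of clusters also moved the counts. Adding the largest unnamed cluster to CA1 left 5 of the 62 calls, and this loss of most calls had been written down as the sign of an effect of the unnamed cluster. The test was then changed, after the result was seen, to the size of the fold changes, because a call depends on the spread between libraries as well as on the size. Their median ratio was 0.92, and all 62 directions were kept. So the added nuclei left the sizes nearly as they were at the median and removed most of the calls. Under classes by marker score 7 of the 103 genes between CA3 and CA1 remained, with a median ratio of 0.76.

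Free RNA stays open for the counts. After the planned subtraction 32 of the 103, 6 of the 35 and 13 of the 35 genes remained called, and after the subtraction with the profile of 100 to 900 UMIs 3, 0 and 0 remained, with 838, 776 and 890 genes at an unadjusted p under 0.05. The median ratios of the differences to those without subtraction were 1.06, 1.08 and 1.06 in the first case and 1.05, 1.11 and 1.12 in the second. Why the calls were lost while the sizes were kept was not tested. Ephb1 and Mgat4c between CA3 and CA1 passed the threshold under all 16 alternatives run for them. Ttn lost the threshold without Kat6a-cKO replicate 2 (Ttn, CA3 against CA1: −1.01, adjusted p 0.147) and also between CA3 and dentate granule (Ttn, CA3 against dentate granule: −1.17, adjusted p 0.0506). So did Jun (Jun, CA3 against dentate granule: 0.80, adjusted p 0.06) and Crispld1 (Crispld1, CA1 against dentate granule: −1.45, adjusted p 0.0685). In CA3, CA1 and dentate granule nuclei 1 of the 3 splits of the 4 libraries, the real one, called as many genes as reported within the class. In inhibitory neurons and OPC the crossed split called 4 and 3 genes, against 4 and 2 for the real one. With 3 splits chance cannot be excluded, whatever the counts. A response to the genotype that differs between the classes stays open beside these, and it was not tested in other animals.

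The second set stood out because a signal lay in data outside the comparisons, above the level in Control. In empty droplets of 100 to 900 UMIs, the ENSMUSGcre.1 entry had 120 and 146 counts in the 2 Kat6a-cKO libraries and 0 counts in both Control libraries. The mean was 4.67 ± 0.812 CPM (SD, n = 2) against 1.25 ± 0.018 CPM in called nuclei, both without TMM scaling, and at least 55.9-fold higher than 3 counts in a Control library would give. A swap of a Control with a Kat6a-cKO library is argued against by the 0 counts in both Control libraries in droplets and in nuclei. The sequence behind the entry is not described in the labels, so which part of the allele it counts stays open. The entry shows that RNA of the transgene was in droplets without a nucleus, and a few counts of it in a class, such as the 0 and 2 in inhibitory neurons or the 5 and 6 in dentate granule nuclei, do not show expression there. The ambient share estimated for dentate granule sums with the profile of 100 to 900 UMIs was 8.41 and 8.45% in Kat6a-cKO, and that share of 4.67 CPM is more than the mean of 0.167 CPM counted there. No other explanation was tested.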

How the results depend on the processing

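The ambient profile of 100 to 900 UMIs, astrocytes without the cluster with cilium genes among its leading genes and CA1 with the largest unnamed cluster were alternatives chosen after the data had been seen; the others were planned. Where no cause is given for a change below, the cause was not tested.

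The counts of genes past the threshold moved by more than 1.5 times under many alternatives, while the fold changes of the genes called in CA3, CA1 and dentate granule nuclei moved little at the median. Over the alternatives, the median ratio of a called gene's log2 fold change to its reported value was 0.95 to 1.05 in CA3, 0.90 to 1.06 in CA1 and 0.98 to 1.04 in dentate granule nuclei, where 7 of the 68 genes were still tested with the profile of 100 to 900 UMIs. It was 0.87 to 1.18 in inhibitory neurons apart from 2.29 for the 1 gene still tested with that profile, 0.77 to 1.14 in OPC, and for the differences 0.76 to 1.06 between CA3 and CA1, 0.84 to 1.11 between CA3 and dentate granule and 0.83 to 1.12 between CA1 and dentate granule. In astrocytes it came to 0.01 under classes by marker score, to 0.49 at the fixed minimum of 1000 UMIs, to 0.70 at Leiden resolution 2 and to 0.72 without the cilium cluster, and after the planned subtraction it was 1.48. Rspo2 in CA3 pyramidal nuclei kept its direction under all 19 alternatives, from −0.49 to −1.05. Kat6a passed the threshold under no alternative in any class.

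The filter on low counts changed how many genes were tested. With no filter on low counts the numbers of genes changed were 308 in CA3 pyramidal, 502 in CA1 pyramidal, 589 in dentate granule, 138 in inhibitory neurons, 163 in astrocytes, 29 in oligodendrocytes, 24 in OPC and 1 in all nuclei, and the numbers of genes whose change differed were 193 between CA3 and CA1, 126 between CA3 and dentate granule and 301 between CA1 and dentate granule. Rspo2 in CA3 pyramidal nuclei then passed the threshold (−0.64, adjusted p 6.06e-07). Under the filter of 10 CPM in 2 libraries the counts were 1 in CA3, 20 in CA1, 32 in dentate granule, 0 in inhibitory neurons (601 at an unadjusted p under 0.05), 2 in oligodendrocytes, 1 in OPC and 1 in all nuclei, 45 between CA3 and CA1 and 13 between CA1 and dentate granule. The Wnt gene set in CA3 pyramidal, either direction, went to 0.426.

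With DESeq2 in place of edgeR the counts were 40 in CA3, 126 in CA1, 208 in dentate granule, 11 in inhibitory neurons, 36 in astrocytes, 1 in OPC and 446 in all nuclei, and Rspo2 in CA3 pyramidal nuclei passed (−0.64, adjusted p 0.0112). DESeq2's size factors in the edgeR test moved 1 count by more than 1.5 times, OPC to 1. DESeq2 was not run for the differences between classes.

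With the replicate number as a block the counts were 265 in CA3 (112 higher and 153 lower), 488 in CA1, 230 in dentate granule, 10 in inhibitory neurons, 203 in astrocytes, 53 in oligodendrocytes, 36 in OPC and 778 in all nuclei. Rspo2 in CA3 pyramidal nuclei was −0.64 with adjusted p 0.00025, and the Wnt gene set in either direction was at 0.0506. The labels do not say that the numbers pair the libraries. The correlation across genes between the deviations of libraries with the same number was 0.211 in CA3, 0.305 in CA1, 0.263 in dentate granule, 0.158 in inhibitory neurons, 0.0747 in astrocytes, 0.0451 in oligodendrocytes, 0.0353 in OPC and 0.438 in all nuclei.

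Leaving out a library in turn gave 55 to 297 calls in CA3, 34 to 269 in CA1, 50 to 419 in dentate granule, 74 to 135 in inhibitory neurons, 5 to 33 in oligodendrocytes, 9 to 26 in OPC and 1 to 411 in all nuclei. It gave 118 to 186 between CA3 and CA1, 25 to 135 between CA3 and dentate granule and 25 to 130 between CA1 and dentate granule. In CA3, CA1 and dentate granule the lowest counts came without Kat6a-cKO replicate 1. Fewer samples also leave fewer degrees of freedom, and the lone library of a group is assumed to vary like the other group. Rspo2 in CA3 pyramidal nuclei ran from −0.80 (without Kat6a-cKO replicate 1) to −0.49 (without Control replicate 1 or Kat6a-cKO replicate 2), past the threshold each time. The calls over all genes in CA3 rose each time as well, so this is weak support for Rspo2 itself. The Wnt gene set in CA3 pyramidal, either direction, went to 0.361 (without Kat6a-cKO replicate 1) to 0.671 (without Control replicate 1). With 3 libraries this test has 1 residual degree of freedom, and 0 of the Wnt set tests in CA3, CA1 or dentate granule passed in either direction (lowest adjusted p 0.273), so the loss says little about stability. The target list ran from 0.416 to 0.85 and reversed its direction at 0.621 without Kat6a-cKO replicate 2. The ranges of values that changed sign were −0.10 to 0.02 for Kat6a in CA3 pyramidal, −0.17 to 0.10 for Kat6a in astrocytes, −0.25 to 0.12 for Kat6a in oligodendrocytes, −0.04 to 0.03 for Kat6a in inhibitory neurons, −0.66 to 0.07 for Rspo2 in CA1 pyramidal, −0.19 to 0.15 for Rspo2 in dentate granule, −0.42 to 0.18 for Rspo2 in inhibitory neurons and −0.36 to 0.01 for Rspo2 in all nuclei. The difference in percentage points ran from −4.41 to 2.03 (share of nuclei per class, CA1 pyramidal), from −0.632 to 0.412 (share of nuclei per class, Astrocytes) and from −0.561 to 0.208 (share of nuclei per class, OPC). The CA3, dentate granule, inhibitory and oligodendrocyte differences kept their direction under each alternative run for them. The oligodendrocyte difference nearly vanished at the fixed minimum of 1000 UMIs, with shares of 9.504 and 8.199% in Control and 9.771 and 7.89% in Kat6a-cKO.

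At the fixed minimum of 1000 UMIs the counts were 3 in CA3, 39 in CA1, 50 in astrocytes, 1 in oligodendrocytes, 0 in OPC (662 at an unadjusted p under 0.05), 34 in all nuclei and 60 between CA1 and dentate granule. The Wnt gene set in CA3 pyramidal, target list, passed at 0.0235. The difference in shares reversed to 1.52 points (share of nuclei per class, Astrocytes) and 0.471 points (share of nuclei per class, OPC), Kat6a in inhibitory neurons to 0.01 and Rspo2 in dentate granule to 0.02. Microglia were named there, with 0 calls (843 at an unadjusted p under 0.05). Oligodendrocytes held 1004 and 862 nuclei in Control and 1072 and 765 in Kat6a-cKO there. At the main minimum they held 155 and 85 in Control and 89 and 75 in Kat6a-cKO. The main settings thus left out most nuclei named as oligodendrocytes at the lower minimum, which limits the shares and tests of that class. With the minimum doubled the counts were 0 in inhibitory neurons (941 at an unadjusted p under 0.05) and 67 between CA1 and dentate granule.

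With doublets kept the counts were 19 in CA1, 1 in OPC, 23 between CA3 and CA1 and 17 between CA1 and dentate granule, Kat6a in inhibitory neurons came to 0.01 and Rspo2 in dentate granule to 0.00. Kat6a in inhibitory neurons was also at 0.00 with no filter.

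Under classes by the highest marker score the counts were 2 in CA3, 1 in CA1, 0 in astrocytes (834 at an unadjusted p under 0.05), 33 in oligodendrocytes and 1 in OPC, and 10 between CA3 and CA1, 23 between CA3 and dentate granule and 9 between CA1 and dentate granule. Microglia had 54 calls. Rspo2 reversed to 0.09 in CA1 pyramidal and 0.07 in dentate granule. The Wnt gene set in CA3 pyramidal, target list, reversed at 0.845 and passed in either direction at 0.0284. The difference in shares reversed to 0.259 points (share of nuclei per class, Astrocytes). With principal components centred within libraries the counts were 19 in CA1, 38 between CA3 and CA1 and 21 between CA1 and dentate granule. At Leiden resolution 2 they were 25 in CA1, 18 in astrocytes (9 higher and 9 lower) and 72 between CA1 and dentate granule, and the share of astrocytes reversed to 0.00372 points. With the largest unnamed cluster added, CA1 had 5 calls and Rspo2 in CA1 pyramidal reversed to 0.15. Without the cluster with cilium genes among its leading genes, astrocytes had 0 calls (420 at an unadjusted p under 0.05).

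After subtraction of ambient RNA with the profile of 10 to 100 UMIs the counts were 4 in CA3, 4 in CA1, 0 in dentate granule (1124 at an unadjusted p under 0.05), 0 in inhibitory neurons (646), 0 in astrocytes (206), 7 in oligodendrocytes, 0 in OPC (234) and 1 in all nuclei, 38 between CA3 and CA1 and 9 between CA3 and dentate granule. Kat6a in inhibitory neurons came to 0.01 and Rspo2 in dentate granule to 0.07. The Wnt gene set in CA3 pyramidal went to 0.0587 in either direction, and its target list reversed at 0.566. The estimated ambient share reached its limit of 50% in 1 astrocyte sum and 3 OPC sums, so the subtraction is least certain in glia. With the profile of 100 to 900 UMIs the counts were 1 in CA3, 4 in CA1, 1 in dentate granule, 130 in inhibitory neurons (128 higher and 2 lower, against 0 and 4 without subtraction), 36 in astrocytes, 2 in oligodendrocytes, 0 in OPC (288) and 2 in all nuclei, 3 between CA3 and CA1 and 0 in both other differences (776 and 890). Neurod6 in all nuclei reversed to 1.20, Kat6a in inhibitory neurons to 0.03, and the Wnt gene set in CA3 pyramidal, target list, passed in either direction at 0.0264.

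With all sums thinned to a total of 404984 the counts were 23 in CA1, 6 in dentate granule, 1 in inhibitory neurons, 41 in astrocytes and 1 in OPC. Kat6a reversed to 0.00 in CA1 pyramidal, 0.41 in dentate granule and 0.02 in inhibitory neurons, and Mgat4c in dentate granule to −0.14. With CA3, CA1 and dentate granule thinned to their own total of 13740785 the counts were 11 in CA3, 45 in dentate granule, 67 between CA3 and CA1 and 62 between CA1 and dentate granule, and Rspo2 in dentate granule was 0.07.

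Without Rspo2 in the list the Wnt gene set in CA3 pyramidal, either direction, went to 0.418. In CA1 and dentate granule nuclei 0 of the Wnt set tests passed as reported. The target list in dentate granule nuclei passed in the direction up after the planned subtraction (adjusted p 0.039, 7 genes) and in either direction with the other profile (0.00473). In either direction the target list in CA1 passed with doublets kept (0.0055, with 3 genes called over the list alone) and under classes by marker score (0.0284), where the pathway list in dentate granule nuclei also passed (0.0284). Of the values of named genes, which include those of differences between classes, 20 of 54 lost the threshold under classes by marker score, 22 of 53 after the planned subtraction, 29 of 46 after the other subtraction, 8 of 55 with doublets kept, 8 of 44 under the filter of 10 CPM, 8 of 35 with sums thinned (differences between classes at the total of 13740785), 6 of 55 at the fixed minimum and 5 or fewer under each other alternative.

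Among the classes tested for genes, the glial classes had the smallest sums and the fewest simulated changes called. Their sums held 404984 to 1163751 counts per library, and in simulated counts of that depth 54 of 191 genes changed by 1 on the log2 scale were called in astrocytes, 86 of 196 in oligodendrocytes and 99 of 196 in OPC, against 139 of 198 in CA3. Among the classes these shares did not follow depth alone, since astrocyte sums were larger than those of oligodendrocytes in each library. The simulated counts also took each class's own trend of spread between libraries, and its part in these shares was not tested. With all sums thinned to 404984, 5173 genes were tested in CA3 in place of 14723.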

Other observations

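The tests of chromosome 6, of the cluster with cilium genes among its leading genes, of Cre-carrying classes, of Rspo2 after subtraction and of other splits were chosen after the results had been seen; those of free RNA in inhibitory neurons, of the ribosomal protein genes in empty droplets and of the cluster of barcodes in Control were written down before.

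Most genes past the threshold in dentate granule nuclei (64 of 68), in astrocytes (90 of 99) and in inhibitory neurons (4 of 4) were lower in Kat6a-cKO, and ribosomal protein genes were lower in every class tested, inhibitory neurons and glia included, under each scaling. The split of the calls depended on the setting. With the ambient profile of 100 to 900 UMIs 128 genes were higher and 2 lower in inhibitory neurons, and at Leiden resolution 2 the calls in astrocytes were 9 higher and 9 lower. Control libraries had more counts per empty droplet, with a median of 512 and 547 UMIs against 411 and 385 in Kat6a-cKO. More free RNA in the Control libraries is a candidate explanation. It predicts that genes frequent in empty droplets are lower in Kat6a-cKO even in a class without the gene. In inhibitory neurons, the 200 genes of highest ratio between empty droplets and the class had a median log2 fold change of −0.444, below all of 10000 random lists (middle 95% from −0.054 to 0.020). The values that this explanation needs were there.

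A lower amount of these RNAs in the Kat6a-cKO tissue may also contribute. Ribosomal protein genes made up 3.11 and 3.01% of the empty droplet counts in Control and 2.39 and 2.4% in Kat6a-cKO, a median log2 ratio of −0.327, with 80 of 81 genes lower. So the free RNA differed in its make-up and not in its amount alone. The group and the preparation of the tissue cannot be told apart here, because each library is 1 preparation and the labels give no batch. An effect limited to classes that carry Cre would leave inhibitory neurons without a fall, and the fall there was −0.412. This does not exclude it, since free RNA from the Cre-carrying neurons could bring the fall into other classes, and these 2 cannot be told apart by the counts. After the planned subtraction the medians shrank to −0.124 in CA3, −0.081 in inhibitory neurons, −0.299 in CA1 and −0.265 in dentate granule nuclei. With the profile of 100 to 900 UMIs, chosen after seeing the data, they reversed to 0.224 in CA3, 0.284 in inhibitory neurons, 0.569 in CA1 and 0.247 in dentate granule nuclei, over the 11 to 23 of these genes still tested. The result of subtraction thus depended on the profile, and it does not settle how much of the fall free RNA made up.

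A cluster of barcodes appeared at the minimum of 1000 UMIs with 499 and 588 barcodes in the Control libraries and 10 and 10 in Kat6a-cKO, a median of 1111 UMIs, and leading genes such as Tmsb4x, Pcp4 and CT010467.1. It was picked for its excess in Control. Its profile had a Spearman's rho of 0.98 across 16537 genes with the empty droplets, and of at most 0.818 with any named class. Genes are not independent replicates. Droplets that hold mostly free RNA are a likely content of this cluster. It lies below the minimum used for the reported results.

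The lower Rspo2 in CA3 was examined for the same cause. Subtracting free RNA with the planned profile left Rspo2 in CA3 at −0.67, against −0.64 without subtraction, so more free RNA in Control was not the whole cause. Of the 3 splits of the 4 libraries, 1 gave as large a change of Rspo2 in CA3, the real one. Chance cannot be excluded with 3 splits. A biological effect of the genotype, and a difference between the animals unrelated to it, both stay open.

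Gm3279, next to Neurod6, rose in the counts of CA3, CA1 and dentate granule nuclei. In dentate granule nuclei it stayed below 1 CPM, a value that free RNA could bring in. Of the 30 genes called higher in CA3, CA1 or dentate granule nuclei that have a position, 2 lay within 5 Mb of Neurod6 (Gm3279 and 6430584L05Rik), against 54 of 17381 tested genes (6.67% against 0.311%, Fisher's exact p 0.0039 across genes, two-sided). Neurod6 itself, called lower in dentate granule nuclei, was left out of this test, and of the 75 other genes called lower 0 lay there. Sequence of chromosome 6 carried with or changed by the NEX-cre allele at Neurod6 may explain these 2 rises. The window and the test followed from seeing Gm3279, and every Kat6a-cKO library carries the allele while no Control library does, so the allele's own effect and that of losing KAT6A cannot be told apart for these genes. The lower Neurod6 counts in Kat6a-cKO meet the same limit.

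In astrocytes 90 of the 99 genes called were lower. The calls went to 0 when a cluster of 50 nuclei was left out (edgeR, 420 genes at an unadjusted p under 0.05). It held 26 and 8 nuclei in Control and 11 and 5 in Kat6a-cKO. Of the markers listed in advance for ependymal cells, Cfap299 had 687 CPM there against 2.69 in the other astrocytes, and Dnah12 321 against 2.3. Astrocyte markers were also present, such as Slc1a2 at 4.99e+03 CPM against 1.06e+04. Ependymal nuclei inside the astrocyte class, in unequal numbers per library, are a candidate cause of the falls. Spag17, also of that list, had 16.1 CPM in the other astrocytes. Without the cluster 41 of the 99 genes were still tested. Of these 38 kept their direction, with a median ratio of 0.72 to the reported log2 fold changes. The lost calls alone thus do not show that the falls of these 41 went with the cluster. The other genes of the 99 no longer passed the filter on low counts without the cluster, so the ratio does not cover them. Under classes by marker score, which include an ependymal class, 65 of the 99 were tested. Of these 34 kept their direction, with a median ratio of 0.01, so there the falls were not kept.

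Between CA1 and dentate granule nuclei 25 genes passed the threshold in both in the same direction, 23 of them lower. In the 2 other splits of the libraries this number was 0 and 1. Those splits called 0 and 1 genes in CA1 and 0 and 2 in dentate granule nuclei. Their shared number could not be higher, so the comparison with 25 decides nothing. The classes come from the same libraries, so shared calls are no independent evidence. Across genes of at least 10 CPM, the correlation of the log2 fold changes between CA1 and dentate granule nuclei was 0.706 for the genotype and 0.706 and 0.443 for the other splits, which no test compared. Within CA3, a cluster of 69 nuclei had Nr4a3, Bdnf and Nr4a2 among its leading genes and held 8 and 18 nuclei in Control and 17 and 26 in Kat6a-cKO.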
